# An insulin-like peptide specific for a cockroach male reproductive gland

**DOI:** 10.1371/journal.pone.0329852

**Published:** 2025-08-19

**Authors:** Viviana Pagone, David Pujal, José Luis Maestro

## Abstract

The insulin-IGF-signalling (IIS) pathway plays crucial roles in animal physiology. In insects, this pathway uses multiple ligands, insulin-like peptides (ILPs), and a smaller number of insulin receptors (InRs). Consequently, much of the regulation of IIS pathway activity is driven by the expression of ILPs, its timing, tissue specific expression, and mode of action: endocrine, paracrine, or autocrine. In the adult male of the cockroach *Blattella germanica*, tissue expression and the regulation in relation to food restriction of the ILPs *BgILP1–7* is similar to that observed in females. However, we identified the expression of *BgILP8*, an ILP absent in females, in the conglobate gland of males and only in this organ. *BgILP8* expression in the conglobate gland is high during the initial days of adulthood and is reduced under starvation. The conglobate gland is a male sexual gland specific to cockroaches, involved in spermatophore formation. It consists of branches of coiled tubules that merge into a main collecting tubule, which opens into the ejaculatory duct. Each tubule is lined with a layer of secretory cells, each of them traversed by small ductules made of cuticle and actin fibers, through which the secretions are released. Decreasing BgILP8 levels through RNAi resulted in a reduction in the size of secretory cells, although the total protein extracted remained unaffected. A comparison of the transcriptomes of control and BgILP8-depleted glands revealed only small differences. Further, comparing genes expressed in the conglobate gland to those expressed in adult females provided a list of putative conglobate gland-specific genes. Our results suggest that BgILP8 plays a role in the development of the conglobate gland. However, a potential function in other male organs or its possible transfer to the female in the copulation cannot be ruled out.

## Introduction

The effective transfer of viable and healthy sperm from male to female insects is essential for successful sexual reproduction. To achieve this, insects have evolved a variety of reproductive strategies. In most species, secretions from the male accessory sex glands serve multiple functions, including sperm protection, storage and activation, and hormone transfer. Furthermore, even after the sperm has been transferred to the females, these secretions can influence sperm competition, decrease female attractiveness to further mating, affect female fecundity, regulate oviposition, and protect laid eggs [1].

The morphology of the male insect accessory sex glands is highly diverse. In the German cockroach, *Blattella germanica*, they consist of three main structures: the mushroom-shaped body, the uricose glands, and the conglobate gland [2]. The mushroom-shaped body is a group of about 200 heterogeneous utricles arranged in the appearance of a pompom, inserted in the ejaculatory pouch and surrounding a pair of seminal vesicles (Fig 1A) [3]. The uricose glands are 4–6 opaque white tubules that run anteriorly in the male’s abdomen. They are inserted close to the insertion point of the tubules of the mushroom-shaped body and are primarily responsible for the accumulation and excretion of uric acid (Fig 1A) [3,4].

**Fig 1:**
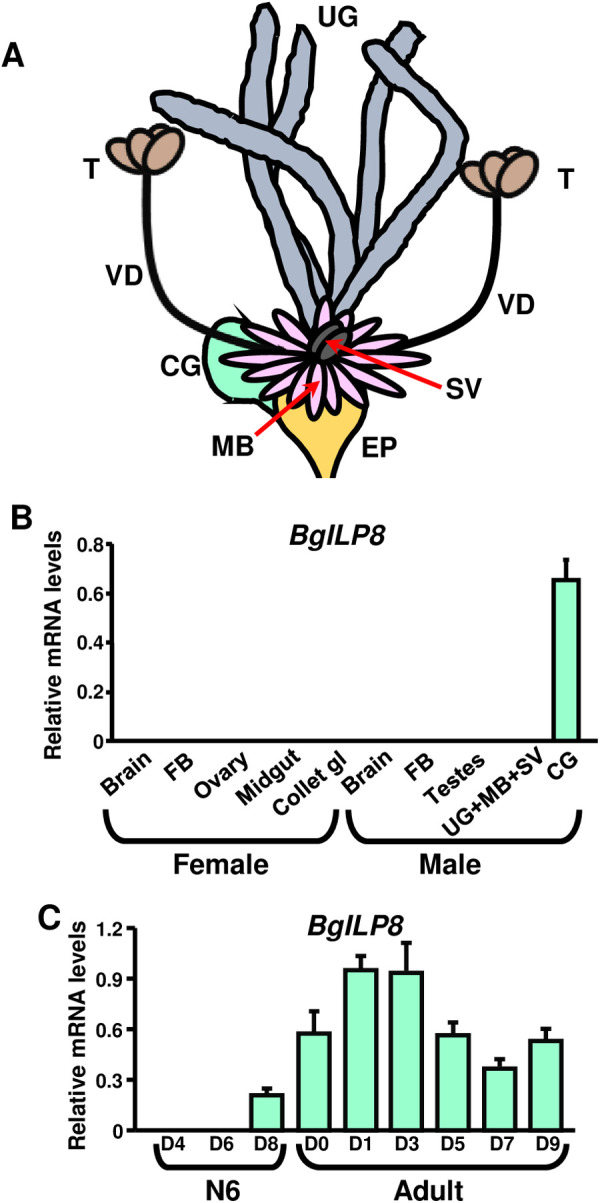
Reproductive system of the *Blattella germanica* male and *BgILP8* expression. **(A)** Schematic representation of the different organs conforming the male reproductive system. CG: conglobate gland; EP: ejaculatory pouch; MB: mushroom-shaped body; SV: seminal vesicles; T: testicle; UG: uricose glands; VD: vas deferens. **(B)** *BgILP8* mRNA levels in different *B. germanica* organ and tissues of 5-day-old adult females and males. **(C)** Conglobate gland *BgILP8* mRNA levels at different days during the last (sixth) nymphal instar (N6) and adult period. *Y*-axes indicate copies per copy of *Actin 5C*. The results are expressed as the mean ± **S.**E. **M.** (n = 3-4). FB: fat body; Collet gl: colleterial glands.

The conglobate gland, also called phallic gland, is a gland specific to male cockroaches. Its rather flat structure is made up of coiled tubules derived from a single collector tube that opens into the terminal part of the ejaculatory duct (Fig 1A) [3]. Total protein content rapidly and steadily increases from adult emergence until around day 5, after which the increase is more moderate. This is stimulated by juvenile hormone (JH), since allatectomy reduces protein accumulation and JH treatment restores it [5]. Conglobate gland function is related to spermatophore formation [5]. In the spermatophore, the sperm is packed together with secretory materials from the male accessory sex glands prior to its transfer to the female.

The insulin/insulin-like growth factor signalling (IIS) pathway regulates key processes in metazoans. In *B. germanica*, the IIS pathway is involved in the regulation of growth, reproduction, and metabolism [6–9]. The pathway is activated by the binding of ligands, in insects usually called insulin-like peptides (ILPs), to a tyrosine kinase-like membrane receptor, the insulin receptor (InR). This binding triggers a series of protein phosphorylations that will produce a set of effects at the cellular level, including changes in gene expression [10].

Although most insects have two InR, in the Polyneoptera branch, which includes cockroaches, termites, and stick insects, a second gene duplication increased the number to three [11,12]. In the cockroach *B. germanica*, all three InR are involved in the same processes, with an effect proportional to their expression levels [13].

Regarding the ILPs, the expression of 7 ILPs of *B. germanica* (*BgILP1*–*7*) has been described in different tissues of the adult female [14]. Their expression is regulated differentially depending on the nutritional status, and there is a compensatory regulation that causes the expression of one of the ILPs to increase when that of another decreases and *vice versa* [14]. It has also been shown that their expression responds differently to JH levels [15].

Recently, an analysis of transcriptomes from different species of arthropods, described the occurrence of the different sequences of molecules belonging to the insulin family [16]. In the case of *B. germanica*, the study revealed the presence of a *BgILP8* in transcriptomes identified as ‘reproductive organs and fat body of males’ [16].

In the present work, we aim to characterize the expression of *BgILP1–8* in male *B. germanica* tissues. We have determined that *BgILP8* is expressed in the conglobate gland. We have then described the structure of this gland, studied the genes that expresses and tried to identify the function of BgILP8, a singular ILP in a singular organ. Our main hypothesis is that *BgILP8* function will be related to conglobate gland physiology and/or development. However, an endocrine effect on some other tissues and organs, or even a transfer to the female into the spermatophore, cannot be discarded.

## Materials and methods

### Insects

Specimens of *B. germanica*, *Periplaneta americana,* and *Blatta orientalis* were obtained from colonies maintained in the dark and reared on dog food and water at 29 ± 1 °C and 60–70% relative humidity. Dissections were carried out in saline on carbon dioxide-anesthetized virgin males. After dissection, tissues were immediately frozen in liquid nitrogen and stored at −80˚C. For the starvation assays, males received only water after the imaginal moult and dissections were performed at adult day 5 or day 7.

### RNA extraction, cDNA synthesis, quantitative real-time PCR analysis and protein quantification

Total RNA was extracted using the HigherPurity^TM^ Tissue Total RNA Purification Kit (Canvax Biotech). cDNAs were synthesized from total RNA using the Transcriptor First Strand cDNA Synthesis kit (Roche). In the case of fat body, ovary, and midgut, we used 1 µg of total RNA for cDNA synthesis, whereas for other tissues, we concentrated the sample by lyophilization and used the total amount of the RNA. The absence of genomic contamination was confirmed using a negative control without reverse transcription. Quantitative real-time PCR analyses were carried out as previously described [15]. Primer sequences used to quantify *BgILP1*–*7*, and *Actin 5C* (used as a reference gene) have already been reported [8,14,17]. Primers for the quantification of *BgILP8* are indicated in S1 Table. All samples were run in triplicate or duplicate.

For protein quantification, conglobate glands were homogenized in PBS, pH 7.4, and centrifuged to eliminate cellular debris. Total protein was then quantified using the Bio-Rad protein assay dye reagent and bovine serum albumin as standard.

### RNA interference

A 188 bp fragment of the *BgILP8* cDNA was cloned and used to synthesize the dsRNA using MEGAscript^TM^ RNAi kit (Invitrogen) (primers in S1 Table). Control animals were treated with a 307 bp fragment of a heterologous dsRNA of the polyhedrin of *Autographa californica* nucleopolyhedrovirus. 2 µl of dsRNA at a concentration of 1 µg/µl were injected into the abdomen of day 7 sixth (last) male instar nymphs (N6D7) using a 5 µl Hamilton® 75N syringe. Animals moulted to adults approximately 2 days later. Dissections were performed on different days during the adult period.

### Microscopy

Conglobate glands of different ages and treatments were dissected and immediately fixed with 4% paraformaldehyde in PBS 0.2 M pH 6.8 for one hour. Samples were then washed with PBT (PBS pH 6.8, 0.2% Tween-20) and incubated for 20 min with a solution of 300 ng/ml phalloidin-TRICT (Sigma) for actin-F staining, washed with PBT, and then incubated for 5 min with 1 µg/ml of DAPI (Sigma) for DNA staining. The glands were mounted in Mowiol (Calbiochem) and observed using a Zeiss AxioImager Z1 microscope (Apotome) (Carl Zeiss MicroImaging).

To determine the areas of the glands, their contours were traced in microscopy images and the areas were quantified using ImageJ. To determine the size of the secretory cells, we measured the maximal distance between the cuticle at the border of the lumen and the apical part of the cell, using the ZEN 2.3 lite software (Zeiss). Only the cells from the lobes in the external part of the glands were measured to avoid the compaction and deformation of the internal lobes.

### Library preparation and analysis

Total RNA from 7-day-old control or dsILP8 conglobate glands was extracted using the HigherPurity™ Tissue Total RNA Purification kit (Canvax). Four replicates of each treatment, approximately 900 ng per sample, were processed. Samples were analyzed by 2100 Bioanalyzer (Agilent Biotechnologies) to determine RNA integrity.

Libraries were prepared at Macrogen Inc. (Republic of Korea) with the TruSeq Stranded mRNA Library Prep Kit following the TruSeq Stranded mRNA Reference Guide #1000000040498 v00 protocol from Illumina and sequenced using the Illumina NovaSeq 6000 platform (two runs of paired end sequencing x 150 cycles). The obtained mRNA-seq libraries are publicly available at the Gene Expression Omnibus repository [18], under the accession code GSE293087. Library quality was assessed with FastQC (version 0.11.7) [19]. Adapter sequences and low-quality bases on the reads ends were trimmed using Trimmomatic (version 0.39; Sliding Window:4:20) [20]. Reads shorter than 36 bp were dropped to produce the trimmed data. The trimmed libraries were aligned to the *B. germanica* genome assembly (NCBI Acc num: PRJNA203136, version 1.1) [21] using HISAT2 (version 2.1.0) [22]. Gene abundances were calculated using the *featureCounts* function implemented in the R package Rsubread (version 2.12.3, parameters: countMultiMappingReads = T, fraction = T, useMetaFeatures = T) [23], and values were normalized using the Transcript Per Million (TPM) method.

Extremely infrequent genes with zero raw counts in more than four libraries were filtered out. Differential expression analysis between dsILP8 libraries and controls was conducted with DESeq2, setting a Fold Change threshold of log_2_FC > 1 or <−1 and a False Discovery Rate (FDR) adjusted p-value threshold of 0.05 [24]. Volcano plots were generated using the R package EnhancedVolcano (version 1.16.0).

The occurrence of a signal peptide at the N-terminus of the obtained protein sequences was determined using SignalP 5.0 [25].

### Statistical analysis

All data were expressed as mean ± standard error of the mean (S.E.M.). Statistical analyses were performed using IBM SPSS Statistics 24. The comparison of results from control and treated animals was performed using Student’s *t*-test.

## Results

### Expression of *BgILP8* and other ILPs in *Blattella germanica* males

Using the *BgILP8* sequence reported by Veenstra [16] in transcriptomes from reproductive organs and fat body from adult *B. germanica* males, we designed primers to quantify *BgILP8* expression by qPCR. *BgILP8* expression was checked by qPCR in the brain, fat body, midgut, ovary, and colleterial glands of adult females, and brain, fat body, testicles, uricose glands + mushroom-shaped body + seminal vesicles dissected together, and conglobate glands of adult males. Results showed that *BgILP8* was only expressed in the male conglobate gland (Fig 1B). We also cloned the whole *BgILP8* sequence from conglobate gland cDNA (Accession Number: PQ565705; S1 Fig). BgILP8 has a 21 amino acid signal peptide and a structure corresponding to an insulin-like peptide (S1 Fig). We then analysed the *BgILP8* expression in conglobate glands of insects at different days of the sixth (last) nymphal instar (N6) and adult. The conglobate gland could not be found in N6 day 2 (N6D2) males. Only at N6D4, the first rudiments of the gland could be detected, which became somewhat more apparent on day 6. At N6D8, about one day before the imaginal moult, its morphology is already similar, although smaller, to that of the adult. *BgILP8* mRNA levels are below the detection limits at N6D4 and N6D6 and are low at N6D8. They then increase in the adult stage and are high at days 1 and 3, showing a posterior decrease at days 5, 7, and 9 (Fig 1C).

We also quantified the mRNA levels of *BgILP1*–*7* in 5-day-old adult male conglobate gland, brain, fat body, and testicles. Results indicated that *BgILP8* was the only ILP expressed in the male conglobate gland (Fig 2A). In the case of the brain, we could quantify *BgILP1*, *2*, *3*, *4*, *5,* and *6* mRNA, with *BgILP6* showing the highest levels and *BgILP5* showing the lowest quantifiable levels. The fat body mainly expresses *BgILP7* and, to a lesser extent, *BgILP2*. As for the testicles, they also express *BgILP2* and *BgILP7* (Fig 2A). As in the case of females [14], starvation reduced mRNA levels of *BgILP3* and *BgILP6* in the male brain, and of *BgILP7* in male fat body (Fig 2B). Brain *BgILP5* mRNA levels were very low and didn’t change in starvation (Fig 2B). In the case of testicles, *BgILP7* did not change its expression while that of *BgILP2* was reduced in starved males (Fig 2B). We also compared *BgILP8* expression in conglobate glands from fed and starved adult males. In this case, we used 7-day-old males. Results showed that starvation induces a ca. 50% reduction of *BgILP8* mRNA levels (Fig 2B).

**Fig 2:**
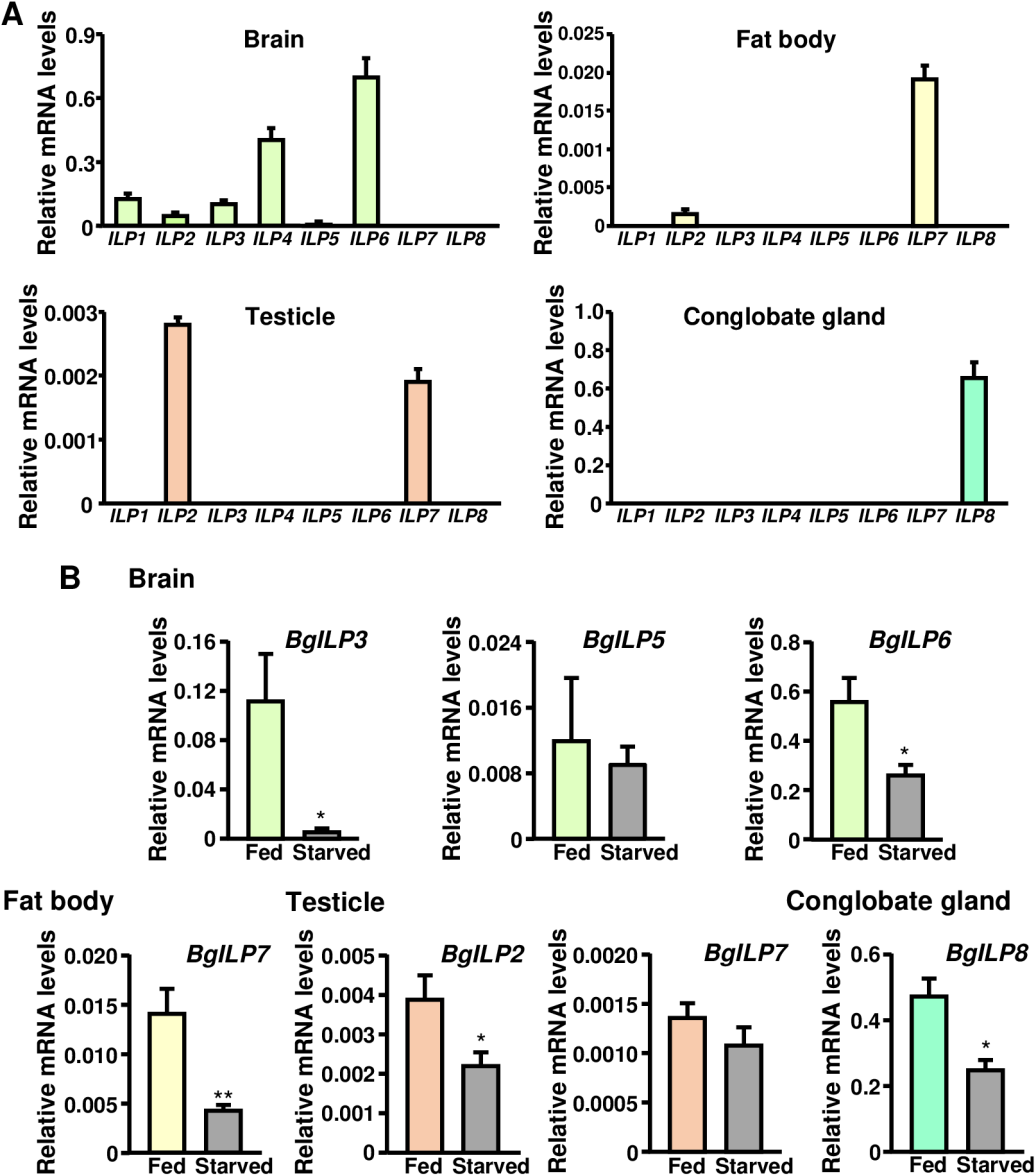
*BgILP1-8* expression in different *Blattella germanica* adult male tissues and in response to starvation. **(A)** *BgILP1-8* mRNA levels in brain, fat body, testicles, and conglobate glands of 5-day-old adult males (n = 3-4). **(B)** *BgILP3*, 5 and 6 mRNA levels in brain (n = 5-7); *BgILP7* mRNA levels in fat body (n = 4); *BgILP2* and *BgILP7* mRNA levels in testicles (n = 4); and *BgILP8* mRNA levels in conglobate gland (n = 5-7) from fed and starved 5-day-old adult males in the case of brain, fat body and testicles and 7-day-old in the case of conglobate gland. Asterisks represent significant differences between fed and starved animals (Student’s *t*-test, *p < 0.05; **p < 0.01). *Y*-axes indicate copies per copy of *Actin 5C*. The results are expressed as the mean ± **S.**E.

Results then showed that the male conglobate gland was the only organ or tissue among the tested ones, that expresses *BgILP8,* and that *BgILP8* was the only BgILP expressed in the conglobate gland.

### Conglobate gland morphology and structure

The conglobate gland is a rather flat, fan-shaped gland, situated in a ventral position with respect to the hindgut, but a dorsal position with respect to the mushroom-shaped body and the uricose glands. It is composed of twisted tubules that ramify in different branches and converge in a general collecting tubule that opens into the ejaculatory duct (Fig 3A–3B).

**Fig 3:**
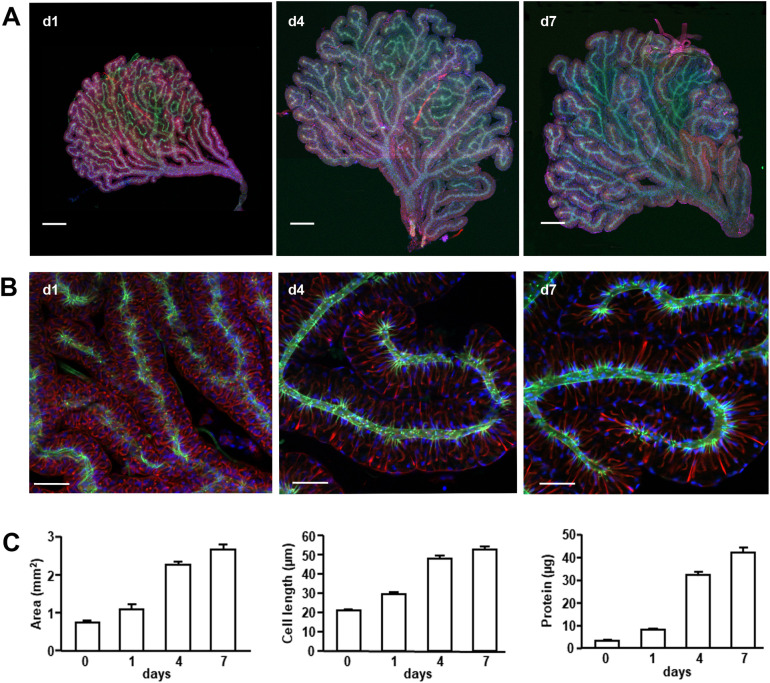
Structure and growth of the conglobate gland in *Blattella germanica.* **(A)** Conglobate glands of *B. germanica* adult males, days 1, 4, and 7. Scale bar: 200 µm. **(B)** Images of conglobate glands from the same ages at higher magnification to show the arrangement of the secretory cells along the tubules. Scale bar: 50 µm. F-actins were stained with phalloidin-TRITC (red), and nuclei with DAPI (blue). Cuticle autofluorescence is shown in green. **(C)** Total area, cell length, and total extracted protein of conglobate glands from animals of the same ages. The results are expressed as the mean ± **S.**E. Number of replicates: area (n = 4-6); cell length (number of replicates (glands): 3-5; number of measured cells per gland: 26-66, mean = 40.1); protein (n = 9-21).

Each of the gland tubules is made up of a single layer of secretory cells surrounding the lumen of the tubule, which is outlined by the cuticle autofluorescence (Fig 3A–3B). During adult development, the total area of the gland, the length of the secretory cells, and the total protein content increase steadily from the time of imaginal moult until day 7 (Fig 3C). The area, the length of the cells and the total protein are reduced in glands from starved animals (S2 Fig).

An invagination of the cuticle that surrounds the lumen of the tubules enters each of the secretory cells (arrows, Fig 4A). This cuticular invagination fades as it penetrates the interior of the cell and is surrounded by actin fibers that form a small ductule that extends beyond the middle of the cell. (arrowheads, Fig 4A). Seen on the surface, the cells have a polygonal shape with the nucleus attached to the side of the cell (Fig 4B). The actin ductule inside the cell can be seen in a central position of each cell (arrowheads, Fig 4B).

**Fig 4:**
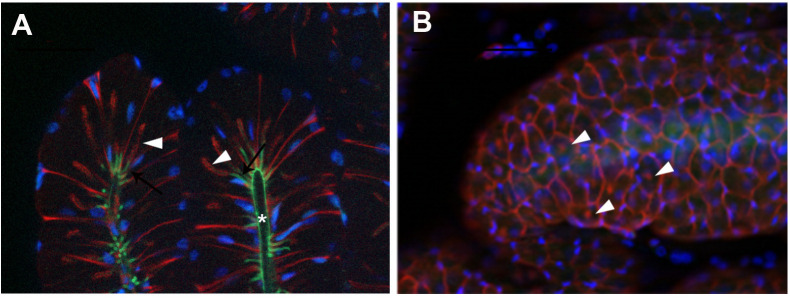
Cellular structure of the conglobate gland in *Blattella germanica.* **(A)** High-magnification image of the end of two tubules from a 7-day-old conglobate gland. The cuticle (green autofluorescence) surrounding the lumen of the tubule can be seen, which enters the secretory cell, forming a small ductule (arrow). Shortly after entering the cell, the green staining diminishes, and F-actin staining (red) surrounds the ductule and extends it into the cell (arrowhead). **(B)** Surface view of a 7-day-old conglobate gland. The F-actin (red) shows the polygonal shape of the cells, with the nuclei (blue) positioned laterally. The F-actin ductule seen entering the secretory cells in A is now observed in a central position (arrowhead). F-actins were stained with phalloidin-TRITC (red), and nuclei with DAPI (blue). Cuticle autofluorescence is shown in green. Scale bars: A: 50 µm; B: 100 µm.

The same morphology and organ structure are found in conglobate glands from adult males of the American cockroach *P. americana* and the oriental cockroach *B. orientalis* (Fig 5).

**Fig 5:**
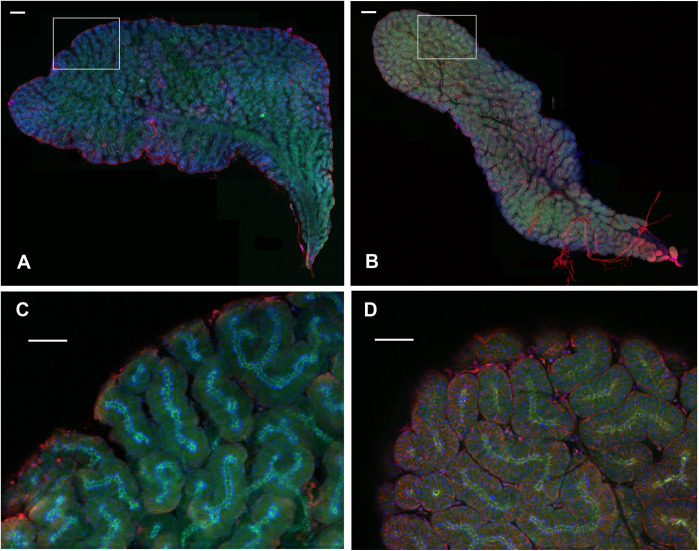
The conglobate gland of *Blatta orientalis* and *Periplaneta americana.* Glands show the same structure as in the case of *B. germanica*. A and B, conglobate glands from *B. orientalis* and *P. americana*, respectively. C and D, higher magnification of the insert to show the lobes, tubules and cellular distribution. F-actins were stained with phalloidin-TRITC (red), and nuclei with DAPI (blue). Cuticle autofluorescence is shown in green. Scale bars in A and B: 200 µm; in C and D: 100 µm.

### BgILP8 functional studies

In order to identify the functions of BgILP8, we depleted the corresponding mRNA levels by RNAi. Thus, we injected a non-homologous dsRNA (Control) or a dsRNA specific against *BgILP8* (dsILP8) on the seventh day of N6. We let the animals moult to adult two days later and quantified *BgILP8* mRNA levels in the conglobate gland at different days. Results showed that dsILP8 treatment produced a significant reduction of *BgILP8* mRNA by more than 80% on days 1, 4, and 5 and by 60% on day 7 (S3 Fig). The RNAi treatment produced a small (8%) but statistically significant reduction in the length of the secretory cells of conglobate glands from 4-day-old animals (Fig 6A). Although it was not statistically significant, a similar reduction was observed in cell length of glands from 7-day-old males (C: 57.06 ± 1.96 µm; dsILP8: 52.65 ± 2.36 µm, n = 5) (S4 Fig). The amount of protein extracted from the conglobate glands of 4-day-old dsILP8-treated insects, while somewhat reduced, was not statistically different from that of controls (Fig 6B).

**Fig 6:**
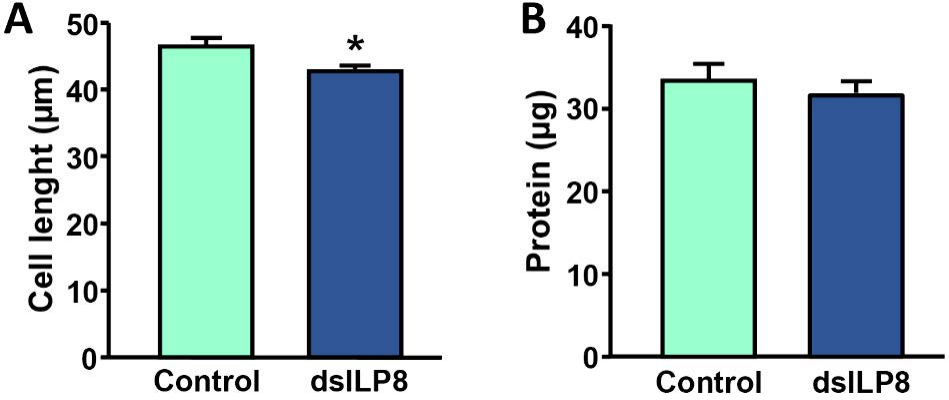
Effect of *BgILP8* RNAi on secretory cell length and protein in *Blattella germanica.* Animals on the seventh day of the last (sixth) nymphal instar (N6D7) were treated with 2 µg of dsRNA targeting *BgILP8* (dsILP8) or a heterologous dsRNA (Control). Dissections were performed at adult day 4. **(A)** Cell length of control and dsILP8 (n = 4 glands control and 4 glands dsILP8; number of measured cells per gland: 15-45, mean: 34.1). **(B)** Total proteins from extracts of Control and dsILP8 glands (n = 9-11). The results are expressed as the mean ± **S.**E. Asterisks represent significant differences between fed and starved animals (Student’s *t*-test, *p < 0.05).

### Analysis of conglobate glands transcriptomes

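Conglobate glands, male accessory glands that contribute to the spermatophore, were compared by mRNA sequencing between animals injected with a non-homologous dsRNA (Control, n = 4 libraries) and animals injected with dsRNA against BgILP8 (dsILP8, n = 4 libraries). The injection of 2 µg was given on day 7 of the last nymphal instar, instar 6, and glands were dissected on adult day 7 according to the text of the paper and the sample labels, whereas the legend of Fig 7 gives adult day 4. How many glands went into each library is not given in the sources used here, so the p-values measure the spread between these libraries. The authors trimmed the reads with Trimmomatic 0.39 and mapped them with HISAT2 2.1.0. They deposited counts per transcript identifier from featureCounts (Rsubread 2.12.3), in which a read that maps to several places adds a fraction to each. Between 7.9% and 10.5% of the values in a library were therefore not whole, and all were rounded to whole numbers before testing. The counts summed to between 9328920 and 11461055 per Control library (median 9702189.5) and to between 9060546 and 10934576 per dsILP8 library (median 10251184.5). This is 45.1% to 48.7% of the mapped reads that the paper lists per library in S2 Table, and the values here use the counts. Control libraries detected 13827 to 14857 genes and dsILP8 libraries 13994 to 15048. Genes with zero counts in more than 4 libraries were left out, as in the paper, which left 14444 genes, the number printed in Fig 7A. Differences were tested with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment (FDR), and levels are given as CPM, the count of a gene relative to all counts in its library, which is not scaled for transcript length. Log2 correlations of the dsILP8 replicate 1 library with the other 7 were 0.763 to 0.850, and those among the other 7 were 0.915 to 0.965.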

To determine the transcriptomic changes that the dsILP8 treatment produced in the conglobate glands, we repeated the treatment described above and dissected glands from 7-day-old Control and dsILP8 males, performing four replicates for each treatment. Total RNA was extracted, and mRNA libraries were constructed from each of the samples. Libraries generated on average 26.58 ± 0.59 (mean ± S.E.M.) million reads per sample and showed an overall read mapping ratio to the reference genome of 83–85% (S2 Table).

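BgILP8, the insulin-like peptide gene targeted by the dsRNA, was the 1 gene of the 14444 tested that passed both thresholds, and it was lower in dsILP8 glands. No gene was higher at these thresholds in edgeR's quasi-likelihood test. DESeq2, the tool of the paper, called 3 genes on the same counts, and all of them were lower: BgILP8, PSN52889 and Fumarylacetoacetase. With limma-voom 1 gene was called. At an unadjusted p under 0.05 there were 335 genes higher and 232 lower in dsILP8 glands with edgeR (567 in all), 319 in all with DESeq2 and 462 with limma-voom. Each of these totals is below what chance alone gives at this threshold, a share of 0.05 of the 14444 genes tested. That share holds only if the p-values are correct for unchanged genes, which was not tested. The totals therefore do not show that effects are absent. DESeq2 gave no adjusted p for 263 of the genes. Every dsILP8 library lay below every Control library for 187 genes and above every Control library for 141, together 2.27% of the genes tested, where chance gives 2.86%.
BgILP8 was also the 1 gene called among the 14 genes of S4 Table that could be matched. These 14 were all abundant, with BgILP8 the lowest of them at rank 34 in Control libraries, and the other S4 Table genes could not be followed. The 10 serine carboxypeptidases of S4 Table, enzymes that remove residues from the carboxyl end of proteins, made up 13.2% ± 2.14 (SD, n = 4) of all counts in Control and 12.2% ± 2.47 (SD, n = 4) in dsILP8 libraries, a difference within the spread between libraries (exact two-sided permutation test, p = 0.543). Their share was 8.80% in dsILP8 replicate 1 and 12.2% to 14.6% in the other 3 dsILP8 libraries. None of the 10 was past an FDR of 0.05 in edgeR, DESeq2 or limma-voom, and none passed when adjusted over the list alone. The smallest of their unadjusted p-values in edgeR was 0.108. Their log2 fold changes ran from -0.59 to 0.34 with a median of -0.15. Leaving out 1 library at a time in edgeR moved the median between -0.28 (without dsILP8 replicate 4) and -0.06 (without Control replicate 2), to -0.09 without dsILP8 replicate 1. It moved the lowest gene, Bger_00086, between -0.95 (without dsILP8 replicate 3) and -0.34 (without dsILP8 replicate 1), and Bger_00089 from -0.41 to -0.66 and -0.18 without the same 2 libraries. As a set they lay lower than the other genes with camera's preset correlation (p = 0.0128), but not with an estimated correlation (p = 0.249). With the preset correlation the shift was also lost without dsILP8 replicate 1 (camera p = 0.267), dsILP8 replicate 2 (0.0530), Control replicate 2 (0.134) or Control replicate 4 (0.136). It was kept without each of the other libraries, with a camera p from 0.00034 (without Control replicate 1) to 0.023 (without Control replicate 3). In limma's fry test the p was 0.368 for a shift in one direction and 0.485 for changes in either direction. The list was chosen by the study on these Control libraries and is not independent evidence of a direction. PSN37808, the most abundant gene, had a log2 fold change of -0.21 (standard error 0.150, derived from the F statistic, FDR = 0.998 from edgeR). Of the 3 Bla g 4 isoallergen genes of S4 Table, which encode lipocalin allergens, 2 could be matched, and these had log2 fold changes of 0.13 (Bger_21210, standard error 0.179, FDR = 0.998 from edgeR) and -0.61 (Bger_21212, standard error 0.274, FDR = 0.998 from edgeR). With each library left out in turn in edgeR, the log2 fold change ran from -0.30 to -0.12 for PSN37808, from -0.03 (without dsILP8 replicate 3) to 0.28 for Bger_21210 and from -0.75 to -0.32 (without Control replicate 1) for Bger_21212. The count of 1 gene held without each library in turn in edgeR, but DESeq2 without dsILP8 replicate 4, a fit added after the data were seen, called 12 genes. Neighbouring carboxypeptidase genes can share reads through the fractional counting, so their single values are uncertain.

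**Figure D1:**
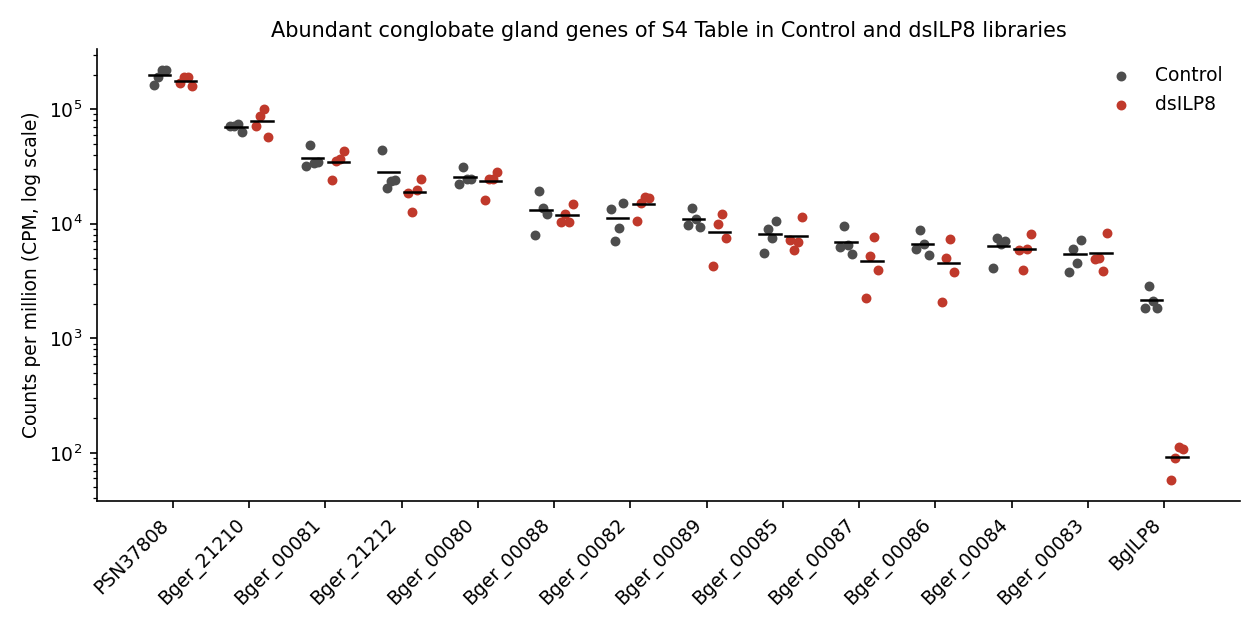
CPM (log scale) of BgILP8 and 13 other abundant conglobate gland genes of S4 Table in 4 Control (grey) and 4 dsILP8 (red) libraries, with 1 point per library and a line at the mean. The points of both groups overlap for every gene except BgILP8, whose dsILP8 libraries lie between 57.3 and 112.9 and whose Control libraries lie between 1824 and 2849.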

The comparison between Control and dsILP8 libraries under the parameters of the analysis (adjusted *P*-value < 0.05, log_2_FC < −1 or > 1) showed only three differentially expressed genes (DEG), all three downregulated in dsILP8 glands. These genes were *BgILP8* itself, *Fumarylacetoacetase*, which is involved in tyrosine and phenylalanine catabolism; and PSN52889, which a BLAST to the NCBI protein database labelled as AP-3 complex subunit beta-1, involved in intracellular vesicle traffic (Fig 7A; S3 Table).

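BgILP8 (identifier BGER021014-RA in the count table) stood at 2152 ± 483 CPM (SD, n = 4) in Control glands and at 92.0 ± 25.1 CPM (SD, n = 4) in dsILP8 glands, which is 4.27% of the Control level. The Control libraries 1 to 4 held 1829, 2849, 2106 and 1824 CPM, and the dsILP8 libraries 1 to 4 held 57.3, 90.0, 112.9 and 107.6 CPM. The log2 fold change was -4.58 (standard error 0.246, derived from the F statistic, FDR = 0.000127 from edgeR's quasi-likelihood test). PSN52889 (BGER005653-RA) stood at 10.0 ± 1.82 CPM (SD, n = 4) in Control and 3.15 ± 0.620 CPM (SD, n = 4) in dsILP8 glands, a log2 fold change of -1.71 (standard error 0.203, FDR = 0.0757 from edgeR). Fumarylacetoacetase (BGER017459-RA), the last enzyme of tyrosine breakdown, had 29 to 45 counts per Control library and 2 to 13 per dsILP8 library. This is 3.61 ± 0.826 CPM (SD, n = 4) against 0.817 ± 0.437 CPM (SD, n = 4), a log2 fold change of -2.15 (standard error 0.428, FDR = 0.998 from edgeR, unadjusted p = 0.000602 from the same model). For BgILP8 every dsILP8 library lay below every Control library (exact two-sided permutation test, p = 0.029, the smallest p that 4 libraries against 4 allow). The libraries also did not overlap for PSN52889 and Fumarylacetoacetase, but the study picked these genes on the same libraries, so this is no independent evidence. In DESeq2 the adjusted p was 3.62e-101 for BgILP8, 2.33e-07 for PSN52889 and 0.0104 for Fumarylacetoacetase. When each library in turn was left out of the DESeq2 fit on the same genes, a check added after the data were seen, PSN52889 was called in 8 of 8 fits and Fumarylacetoacetase in 2 of 8, with adjusted p-values of 0.0149 to 0.285. The count table carries no gene names: the 3 identifiers were matched to S3 Table through its mean count and fold change. DESeq2 returned both of these, and the adjusted p, to every printed digit. The paper states that the effect of the treatment on gene expression is limited. It adds that other insulin-like peptides could act on the gland from the hemolymph, and that it is not known whether the BgILP8 left after the knockdown keeps part of the activity.

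**Figure D2:**
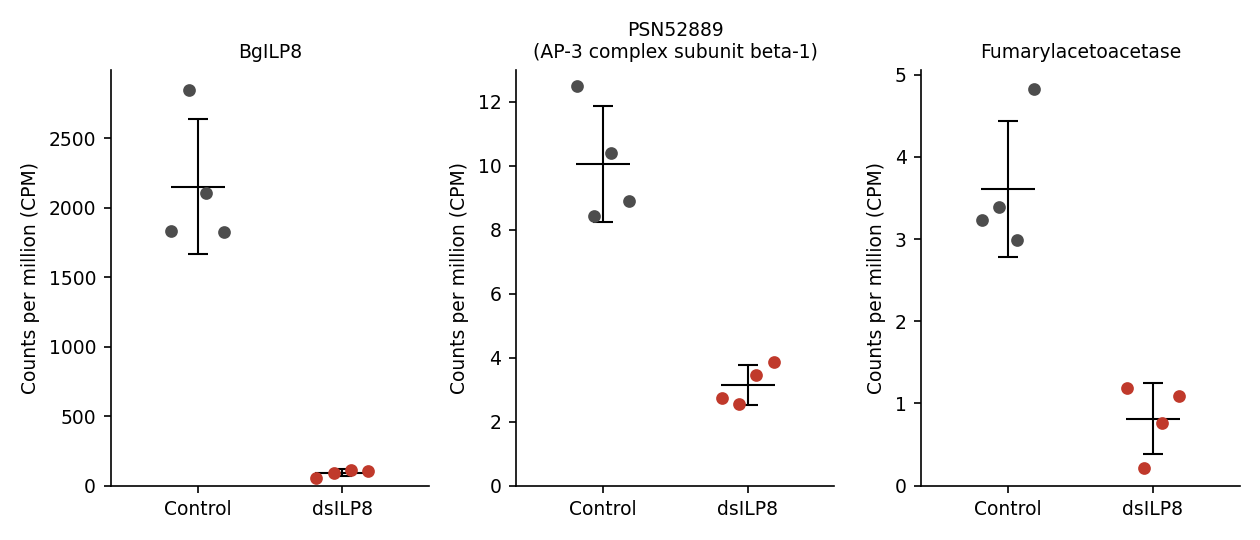
CPM of BgILP8, PSN52889 and Fumarylacetoacetase in 4 Control and 4 dsILP8 libraries. Each point is 1 library, the horizontal line is the mean and the bars are the SD. In each panel all 4 dsILP8 libraries lie below all 4 Control libraries.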

**Fig 7:**
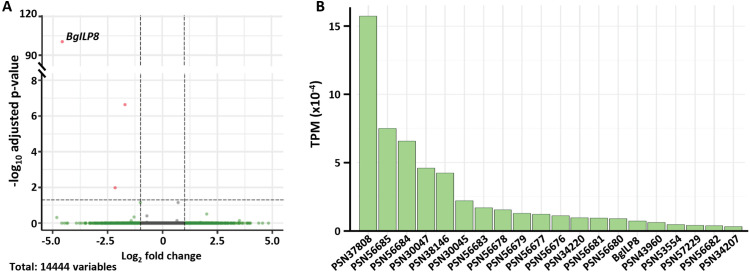
Comparative analysis of conglobate gland transcriptomics in *Blattella germanica.* **(A)** Volcano plot showing the DEG in the dsILP8 vs. control libraries. Animals on the seventh day of the last (sixth) nymphal instar (N6D7) were treated with 2 µg of dsRNA targeting *BgILP8* (dsILP8) or a heterologous dsRNA (Control). Dissections were performed at adult day 4. Red dots indicate DEG with adjusted *P*-value < 0.05 and log_2_ fold change < −1 or >1. **(B)** Transcripts per million (TPM) of the most expressed DEG from the comparison between conglobate glands control libraries and whole body 5-day-old adult female libraries (from [26]).

Furthermore, to identify the genes specific to the male conglobate gland, a comparison was made between the genes found in the control libraries of conglobate glands and libraries from whole body 5-day-old adult females (n = 2) (from [26]). To perform this analysis, we filtered the results so that only genes that, on average, had more than 50 counts across the four conglobate gland libraries and those that had less than 10 counts across the two female libraries were selected. Next, we kept only the genes that had more than 10 counts in at least two libraries. This was done to filter out extremely variable genes that have a really high expression in one sample and are absent in the others. A comparison of expression levels between the two types of libraries was then performed. The results showed 101 differentially expressed genes (DEGs) whose expression is specific (or enriched) in the conglobate gland. We analyzed these genes by looking at their annotation and performing a BLAST of the unannotated genes (S4 Table). Among the genes with more than 3,000 TPMs (20 genes), we found *BgILP8*, ten serine carboxypeptidases, and three genes identified as allergen proteins (Fig 7B, S4 Table).

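In the 4 Control libraries, 14 of the 101 genes of S4 Table, 2 of the 3 allergen genes among them, could be matched to the count table, and together they took up 43.1% ± 2.81 (SD, n = 4) of all counts. The genes left unmatched had other genes at nearly the same level. The 14 are therefore picked for high abundance and do not stand for the whole list. PSN37808, for which the paper lists no similar protein, was the most abundant gene with 198490 ± 28110 CPM (SD, n = 4), or 19.9% ± 2.81 of all counts. The Bla g 4 isoallergen gene Bger_21210 followed with 70002 ± 4630 CPM (SD, n = 4), and the isoallergen gene Bger_21212 held 28003 ± 10670 CPM (SD, n = 4). Control replicate 1 had 43840 CPM of Bger_21212, and the other 3 Control libraries had 20560 to 24060. Among the 10 serine carboxypeptidases the levels ran from 5394 ± 1544 CPM (SD, n = 4) for Bger_00083 to 37327 ± 7913 CPM (SD, n = 4) for Bger_00081. Bger_00080 held 25669 ± 4105 CPM (SD, n = 4) and Bger_00088 held 13298 ± 4659 CPM (SD, n = 4). Their 10 genes have consecutive locus tags on one scaffold of the Bger_1.1 reference table. BgILP8 ranked 34 among all genes by its mean CPM. The genes other than BgILP8 were matched by their mean counts in S4 Table, not by a table of identifiers. For the carboxypeptidases and the 2 isoallergen genes the order of identifiers within a run of neighbours was used too, and PSN37808 was matched by its level alone. This rule was set after candidate matches had been seen, and the matched levels differed by at most 3.15%. The next best run of 10 genes was off by 2.89-fold, the next best pair for the isoallergen genes by 2.52-fold and the next best gene for PSN37808 by 2.78-fold. Transcript lengths were not used here, so these levels are not TPM, and the female libraries were not analysed here.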

To screen the DEGs coding for proteins synthesized in the conglobate gland and potentially excreted into the spermatophore, the presence of signal peptides in the proteins encoded by conglobate gland DEGs was analyzed [25]. The analysis showed that 17 of these DEGs had a signal peptide, including BgILP8, 3 putative serine carboxypeptidases, and one putative neuropeptide G protein-coupled receptor (S4 Table). We could also find two proteins from the C-lectin/ hemolymph lipopolysaccharide-binding protein family (S4 Table). In addition, one of these proteins (PSN53417) showed repetitive sequences Gly-Gly-Gly-His/Tyr, Lys-Val-Pro and Pro-Val.

## Discussion

The critical role of the IIS pathway in organismal physiology necessitates precise regulatory control of its activity. In insects, the presence of a greater number of ligands (ILPs) compared to receptors suggests that pathway regulation is primarily achieved through regulation of ILP production at different moments, in different tissues and in response to different stimuli [13,14,27].

BgILP8 is a *B. germanica* insulin-like peptide that was reported [16] after our work that analysed the expression and regulation of ILPs in adult females [14]. In the present work, we uncover that *BgILP8* expression is restricted exclusively to the male conglobate gland, among the many male and female tissues and organs examined. This must be the reason why we didn´t identify *BgILP8* expression in our previous work with females [14].

The expression of *BgILP1*–*7* in the brain and fat body of *B. germanica* adult males closely resembles that observed in females [14], with the exception that in males the expression of *BgILP5* in the brain is extremely low. This suggests a potential specific effect of *BgILP5* on female physiology, although such an effect could not be demonstrated previously [14]. As for the sexual organs, while the ovary expresses exclusively *BgILP2* [14], the testicles express both *BgILP2* and *BgILP7*. On the other hand, the conglobate gland, only expresses *BgILP8*.

The expression results of different ILPs in the brain and fat body of fed and starved adult *B. germanica* males indicated that, in the same way as in females, IIS signals nutritional status and does so through the same peptides [14]. In the case of *BgILP2* in testes, its expression is reduced in starvation. This is the opposite of what is observed in ovaries [14], although the result is not surprising since these are organs with different physiology.

The conglobate gland is a male accessory sex gland characteristic of cockroaches. Its function is related to the spermatophore formation since the total amount of protein extracted from the conglobate gland and the different electrophoretic protein bands decrease when the spermatophore begins to form, whereas they gradually recover after copulation [5]. These proteins could be synthesized in the gland itself, but we cannot discard that some of them could also be synthesized in the fat body and transported to the gland via hemolymph, as suggested for some proteins of the male accessory glands of the grasshopper *Melanoplus sanguinipes* [28].

The conglobate gland of *B. germanica* is a flat, roughly fan-shaped structure composed primarily of secretory cells arranged in branching tubules that converge into a common tube. The general structure of the gland is similar in *B. orientalis* and *P. americana*, thus showing a high degree of conservation in organisms separated by more than 200 million years [29]. The total area, cell length, and total protein steadily increase after the imaginal moult. JH production by the *corpora allata* of adult males also follows a similar profile, at least until day 4–5 [30] and protein accumulation in the gland is stimulated by JH [5].

Ultrastructural observations of the conglobate gland of *P. americana* show that the lumen of the gland is lined by a layer of cuticle, formed by epicuticle, exocuticle and endocuticle, coming from an invagination of the integument [31]. In that study, they also observed the continuity in the cuticle penetrating the secretory cells in small intracellular ductules. Upon entering the cells, a change in the structure of the ductule occurs, which goes from a cuticle structure to a reticulated layer appearance under the electron microscope, which suggests a porous nature [31]. This reticulated layer is adjacent to the microvilli of the secretory cells [31]. In the case of *B. germanica*, we could also observe one central small tubular ductule formed by cuticle and actin fibers that enters each of the secretory cells. These actin structures may facilitate cellular secretion into the small ductules.

*BgILP8* mRNA levels in the conglobate gland are undetectable until the last days of the nymphal period and show a maximum towards days 1–3 of the adult, with some intermediate levels later. Although mRNA levels do not indicate the amount of active peptide or levels of release, the expression profile suggests a role of this peptide in the development of the gland. The reduction of *BgILP8* expression levels in starved males, which show underdeveloped glands, could also point in that direction.

RNAi-triggered depletion of *BgILP8* mRNA levels resulted in a reduction in the length of secretory cells in the conglobate gland and the occurrence of three DEG, one of them being *BgILP8* itself. The reduction in cell size is small and the effect observed in gene expression is limited. However, it should be noted that the other ILPs must be fully active in dsILP8 individuals, and could act on the conglobate gland as endocrine factors from the hemolymph. Furthermore, the effect of RNAi is a knockdown and not a knockout, and we do not know whether the remnants of BgILP8 can still maintain part of the activity and reduce the effect of the treatment.

The comparison between genes expressed in the conglobate gland with genes expressed in the female whole body provided a list of 101 genes with specific (or enriched) expression in the conglobate gland. We could not easily find orthologies when comparing the *B. germanica* conglobate gland proteins with those from accessory sex glands from other species. Although the functions of the seminal fluids can be preserved, their individual proteins tend to evolve fast and are not well conserved [32–36]. This suggests that proteins from the male accessory sex glands may be involved in sexual selection [37].

The proteins encoded by the conglobate gland DEGs that contain a signal peptide will putatively be secreted proteins in the form of membrane receptors, peptide hormones, or, in this case, spermatophore proteins prepared for their transfer to the female during copulation. Among the 17 proteins identified as containing a signal peptide, one of them is a G protein-coupled receptor. Another one is BgILP8 itself. Two of the proteins belong to the C-lectin/hemolymph lipopolysaccharide-binding protein family. In *D. melanogaster*, two C-type lectins help regulate the transfer of seminal proteins to the females, their stability, and their storage [38]. Finally, the occurrence of highly repetitive sequences in one of the signal peptide-containing proteins suggests that it can be a structural component of the spermatophore [33].

A sequence similarity tree of the ILPs from different Blattodea species, including *B. germanica*, *P. americana* and *B. orientalis* don’t show any clear ortholog of BgILP8, and only one sequence from the cockroach *Diploptera punctata* is found as a sister sequence, although with a quite high level of divergence [39]. Therefore, the occurrence of *BgILP8* in other species of Blattodea or its expression in the conglobate gland has not been proven so far.

BgILP8 appears to be involved in the development of the conglobate gland. However, we do not know whether it might also have an endocrine effect on other male tissues, or even be incorporated into the spermatophore and have an effect on the female after copulation. Preliminary experiments have not shown a reduction in the reproductive fitness of dsILP8 males, but the issue deserves a specific approach.

The results presented in this study have uncovered the expression of a singular ILP, *BgILP8*, in a singular organ, the conglobate gland, characteristic of cockroaches. What could be the reason for this acquisition? The occurrence of multiple copies of a gene, in this case the ILPs, allows for versatility in the regulation of their expression and stability of the processes they control [13,40].

## Supporting information

S1 Fig cDNA and amino acid sequence of BgILP8. The coding region in the cDNA sequence is in italics. In the amino acid sequence, the signal peptide is underlined. B-chain, C-peptide and A-chain are highlighted in blue, yellow, and pink, respectively. The characteristic cysteines of the insulin-like sequence are in red. The pair basic amino acids that provide the cleavage sites for producing the final mature protein are in green. These sites were selected as the most feasible according to Veenstra, J.A. (2000) Arch. Insect Biochem. Physiol. 43, 49–63. We also indicate with a box a putative site of processing by Furin-like enzymes that would result in cleavage after the tetrapeptide RKRR (Tian et al. (2011) Int J Mol Sci 12, 1060–1065).
(PDF)

S2 Fig Effect of starvation on *Blattella germanica* conglobate gland. Animals were starved since the imaginal moult and glands were dissected on day 7. Graphs show area (n = 4); cell length (n = 4 glands; number of measured cells per gland: 34–57, mean: 45.0); and protein (n = 9–10). Asterisks represent significant differences between fed and starved animals (Student’s *t*-test, **p < 0.005; ***p < 0.0001).
(PDF)

S3 Fig Effect of *BgILP8* RNAi on conglobate glands. Animals on the seventh day of the last (sixth) nymphal instar (N6D7) were treated with 2 µg of dsRNA targeting *BgILP8* (dsILP8) or a heterologous dsRNA (C: Control). Dissections were performed at day 1, 4, 5 and 7 of the adult period. *Y*-axes indicate copies per copy of *Actin 5C*. The results are expressed as the mean ± S.E. (day 1, n = 5; day 4, n = 10; day 5, n = 5; day 7, n = 7–12). Asterisks represent significant differences between Control and dsILP8 animals (Student’s *t*-test, *p > 0,05; ***p < 0.001).
(PDF)

S4 Fig Effect of *BgILP8* RNAi on secretory cell length. Animals on the seventh day of the last (sixth) nymphal instar (N6D7) were treated with 2 µg of dsRNA targeting *BgILP8* (dsILP8) or a heterologous dsRNA (Control). Dissections were performed at adult day 7. Cell length of control and dsILP8 (n = 5 glands; number of measured cells per gland: 4–16, mean: 9.1).
(PDF)

S1 Table Primers used for the quantification of *BgILP8* and for the synthesis of dsRNA against *BgILP8.*

S2 Table Summary of the Control (dspolyh) and dsILP8 conglobate gland libraries analysis parameters.

S3 Table Differentially expressed genes (DEG) in the comparison between control and dsILP8 libraries.

S4 Table List of genes with specific (or enriched) expression in conglobate gland compared to adult female whole body.

# Supplementary material for: An insulin-like peptide specific for a cockroach male reproductive gland
**Source:** PLoS One. 2025 Aug 19;20(8):e0329852. doi: 10.1371/journal.pone.0329852
**Supplement:** S1 Fig — The coding region in the cDNA sequence is in italics. In the amino acid sequence, the signal peptide is underlined. B-chain, C-peptide and A-chain are highlighted in blue, yellow, and pink, respectively. The characteristic cysteines of the insulin-like sequence are in red. The pair basic amino acids that provide the cleavage sites for producing the final mature protein are in green. These sites were selected as the most feasible according to Veenstra, J.A. (2000) Arch. Insect Biochem. Physiol. 43, 49–63. We also indicate with a box a putative site of processing by Furin-like enzymes that would result in cleavage after the tetrapeptide RKRR (Tian et al. (2011) Int J Mol Sci 12, 1060–1065).

BgILP8: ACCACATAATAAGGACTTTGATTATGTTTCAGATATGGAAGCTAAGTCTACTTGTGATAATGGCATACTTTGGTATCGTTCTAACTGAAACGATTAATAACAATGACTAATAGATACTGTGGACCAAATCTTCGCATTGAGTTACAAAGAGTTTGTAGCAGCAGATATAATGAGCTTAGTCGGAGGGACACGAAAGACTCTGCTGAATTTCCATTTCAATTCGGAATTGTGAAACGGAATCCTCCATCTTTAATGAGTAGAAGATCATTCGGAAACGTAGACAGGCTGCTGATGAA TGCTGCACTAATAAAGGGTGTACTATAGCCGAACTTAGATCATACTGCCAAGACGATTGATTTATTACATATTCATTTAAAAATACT

BgILP8: MFQIWKL^{SL}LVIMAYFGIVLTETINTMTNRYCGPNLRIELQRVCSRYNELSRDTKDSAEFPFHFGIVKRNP^{SL}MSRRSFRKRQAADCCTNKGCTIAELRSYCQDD

Figure S1. cDNA and amino acid sequence of BgILP8. The coding region in the cDNA sequence is in italics. In the amino acid sequence the signal peptide is underlined. B-chain, C-peptide and A-chain are highlighted in blue, yellow, and pink, respectively. The characteristic cysteines of the insulin-like sequence are in red. The pair basic amino acids that would provide the cleavage sites for producing the final mature protein are in green. These sites were selected as the most feasible according to Veenstra, J.A. (2000) Arch. Insect Biochem. Physiol. 43, 49–63. We also indicate with a box a putative site of processing by Furin-like enzymes that would result in cleavage after the tetrapeptide RKRR (Tian et al. (2011) Int J Mol Sci 12, 1060-1065).

# Supplementary material for: An insulin-like peptide specific for a cockroach male reproductive gland
**Source:** PLoS One. 2025 Aug 19;20(8):e0329852. doi: 10.1371/journal.pone.0329852
**Supplement:** S2 Fig — Animals were starved since the imaginal moult and glands were dissected on day 7. Graphs show area (n = 4); cell length (n = 4 glands; number of measured cells per gland: 34–57, mean: 45.0); and protein (n = 9–10). Asterisks represent significant differences between fed and starved animals (Student’s t-test, **p < 0.005; ***p < 0.0001).

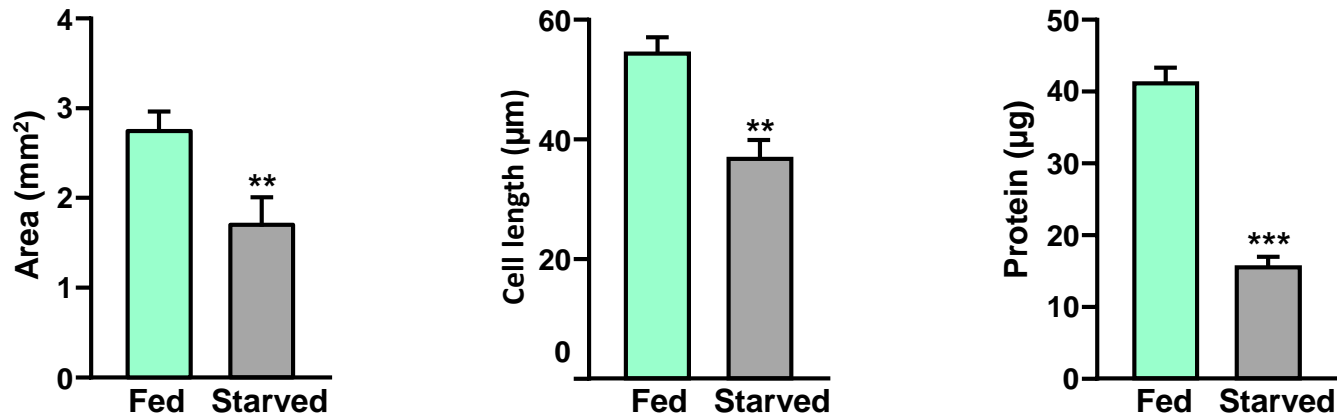

Figure S2. Effect of starvation on *Blattella germanica* conglobate gland. Animals were starved since the imaginal moult and glands were dissected on day 7. Graphs show area (n = 4); cell length (n = 4 glands; number of measured cells per gland: 34-57, mean: 45.0); and protein (n = 9-10). Asterisks represent significant differences between fed and starved animals (Student's *t*-test, ** $p < 0.005$; *** $p < 0.0001$).

# Supplementary material for: An insulin-like peptide specific for a cockroach male reproductive gland
**Source:** PLoS One. 2025 Aug 19;20(8):e0329852. doi: 10.1371/journal.pone.0329852
**Supplement:** S3 Fig — Animals on the seventh day of the last (sixth) nymphal instar (N6D7) were treated with 2 µg of dsRNA targeting BgILP8 (dsILP8) or a heterologous dsRNA (C: Control). Dissections were performed at day 1, 4, 5 and 7 of the adult period. Y-axes indicate copies per copy of Actin 5C. The results are expressed as the mean ± S.E. (day 1, n = 5; day 4, n = 10; day 5, n = 5; day 7, n = 7–12). Asterisks represent significant differences between Control and dsILP8 animals (Student’s t-test, *p > 0,05; ***p < 0.001).

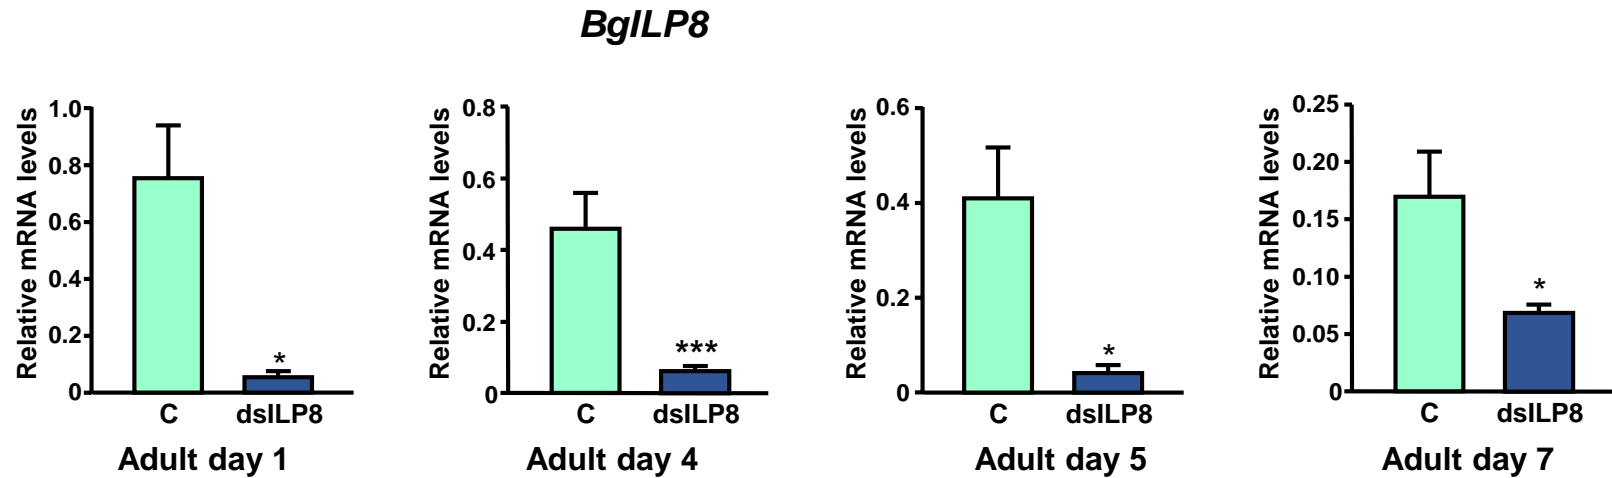

Figure S3. Effect of *BgILP8* RNAi on conglobate glands. Animals on the seventh day of the last (sixth) nymphal instar (N6D7) were treated with 2 μ g of dsRNA targeting *BgILP8* (dsILP8) or a heterologous dsRNA (C: Control). Dissections were performed at day 1, 4, 5 and 7 of the adult period. Y-axes indicate copies per copy of *Actin 5C*. The results are expressed as the mean $\pm$ S.E. (day 1, $n = 5$; day 4, $n = 10$, day 5, $n = 5$, day 7, $n = 7-12$). Asterisks represent significant differences between Control and dsILP8 animals (Student's *t*-test, * $p > 0.05$; *** $p < 0.001$).

# Supplementary material for: An insulin-like peptide specific for a cockroach male reproductive gland
**Source:** PLoS One. 2025 Aug 19;20(8):e0329852. doi: 10.1371/journal.pone.0329852
**Supplement:** S4 Fig — Animals on the seventh day of the last (sixth) nymphal instar (N6D7) were treated with 2 µg of dsRNA targeting BgILP8 (dsILP8) or a heterologous dsRNA (Control). Dissections were performed at adult day 7. Cell length of control and dsILP8 (n = 5 glands; number of measured cells per gland: 4–16, mean: 9.1).

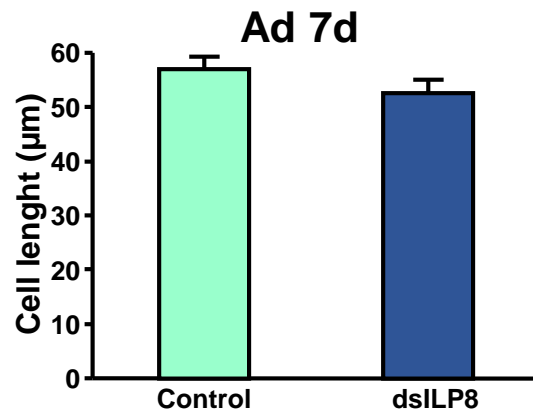

Figure S4. Effect of *BgILP8* RNAi on secretory cell length. Animals on the seventh day of the last (sixth) nymphal instar (N6D7) were treated with 2 μg of dsRNA targeting *BgILP8* (dsILP8) or a heterologous dsRNA (Control). Dissections were performed at adult day 7. Cell length of control and dsILP8 (n = 5 glands; number of measured cells per gland: 4-16, mean: 9.1).

# Supplementary material for: An insulin-like peptide specific for a cockroach male reproductive gland
**Source:** PLoS One. 2025 Aug 19;20(8):e0329852. doi: 10.1371/journal.pone.0329852
**Supplement:** S1 Table

Table S1. Primers used for the quantification by qPCR and for the synthesis of dsRNA against *BgILP8*.

qPCR quantification			
Gene (Accession number)	Primer	Sequence	
<i>BgILP1</i> (LT984754)	Fwd	AGAAGCAGAATTCCTTTCCG	
	Rv	TCATCGACAATGCCTCCGT	
<i>BgILP2</i> (LT971386)	Fwd	TGAATGACTCGGGCTTCTGG	
	Rv	AGAGCTGACGCACTTGATCTTG	
<i>BgILP3</i> (LT984755)	Fwd	TGACGATTGCTTCTCATTGTCA	
	Rv	CCACCAGTTTATTCCCGCA	
<i>BgILP4</i> (LT984756)	Fwd	CACTGTCAGAATCCCAATCGG	
	Rv	CAAATTGCATGATCTCCACCAG	
<i>BgILP5</i> (LT984757)	Fwd	GGCAAATTCATTGAAACCCAA	
	Rv	TTCGTTGACGGAACATCCTTT	
<i>BgILP6</i> (LT984758)	Fwd	ACACGCCTCCCGGAAATACT	
	Rv	ATTGCTTGGCCTTGGTGAAT	
<i>BgILP7</i> (LT984759)	Fwd	CGCCGTCATCTGGAGTTAAT	
	Rv	TGTCCAGAGTGCAACCTGTC	
<i>BgILP8</i> (PQ565705)	Fwd	ACTGTGGACCAAATCTTCGC	
	Rv	CAGCAGAGTCTTTCGTGTCC	
<i>Actin 5C</i> (AJ862721)	Fwd	AGCTTCCTGATGGTCAGGTGA	
	Rv	GTCGGCAATTCCAGGGTACATGGT	
dsRNA synthesis			
Gene	Primer	Sequence	Size (bp)
<i>BgILP8</i> (PQ565705)	Fwd	ACTCTGCTGAATTTCCATTTCA	188
	Rv	AGTATTTTTAAATGAATATGTAATAAA	
Control (K01149)	Fwd	CCTACGTGTACGACAACAAGT	441
	Rv	ATGAAGGCTCGACGATCCTA

# Supplementary material for: An insulin-like peptide specific for a cockroach male reproductive gland
**Source:** PLoS One. 2025 Aug 19;20(8):e0329852. doi: 10.1371/journal.pone.0329852
**Supplement:** S2 Table

Table S2. Summary of the Control (dspolyh) and dsILP8 conglobate gland libraries analysis parameters

Library	Treatment	Total Raw Reads	Processed Reads	Mapped Reads	Mapped Reads Percentage
GC_dspolyh_1	Control	28758384	27829842	23548944	84.62
GC_dspolyh_5	Control	26633817	25783299	21566996	83.65
GC_dspolyh_6	Control	25386690	24574332	20800127	84.64
GC_dspolyh_8	Control	25663195	24837807	20633616	83.07
GC_dsILP8_2	dsILP8	28247079	27406624	22901010	83.56
GC_dsILP8_4	dsILP8	23760621	23062739	19590091	84.94
GC_dsILP8_5	dsILP8	27845060	27003296	22858048	84.65
GC_dsILP8_8	dsILP8	26333639	25333003	21499767	84.87

How the deposited data were processed for this re-analysis (not part of the article)

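The data are mRNA sequencing counts from conglobate glands of Blattella germanica males, 4 Control and 4 dsILP8 libraries, dissected on adult day 7. The authors checked the reads with FastQC 0.11.7, trimmed them with Trimmomatic 0.39, mapped them with HISAT2 2.1.0 to a B. germanica assembly and counted them with featureCounts 2.12.3. The deposited values are expected counts: a read that maps to several places is split into fractions, and nothing is scaled for depth or length. The strand setting and the annotation release are not given in the sources used here. The table has 30784 rows, of which 12229 had no count in any library after rounding. Each library was mapped to its condition through the sample titles, the library names and S2 Table.

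The counts were rounded to whole numbers and genes with zero counts in more than 4 libraries were removed, which left 14444 genes. The main test was edgeR 4.0.16 (quasi-likelihood, TMM factors, Benjamini-Hochberg adjustment) in R 4.3.3, with an FDR under 0.05 and a log2 fold change beyond 1 either way as thresholds, as in the paper. DESeq2 1.42.0, the tool of the paper, and limma 3.58.1 (voom) were alternatives. Standard errors of edgeR fold changes were derived from the fold change and its F statistic. CPM were computed from the unrounded counts over all counts of a library. CPM, shares and permutation tests used all 8 libraries, and an exact two-sided permutation test of 4 against 4 has 70 assignments. Set tests were camera, with a preset correlation of 0.01 and with an estimated one, and fry, on voom values. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

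The depth was 9060546 to 11461055 counts per library. Every pair of libraries differed far beyond sampling noise, so each was counted as 1 replicate. Data were simulated from the means, library sizes and dispersions of these libraries for 14442 genes in the comparison of dsILP8 and Control. In the same data set 100 genes were changed by a log2 fold change of 1.5 and 100 by 3. All of these had a mean of at least 20 counts. edgeR recovered 67 and 100 of these genes and called 5 of 14242 unchanged genes. DESeq2 recovered 80 and 100 and called 32 unchanged genes, and limma-voom recovered 63 and 97 and called 6. With this many changed genes an FDR of 0.05 is easier to pass than where 1 gene is called. These rates can therefore overstate the power in the real comparison, and genes with fewer counts were not covered. Nor was any simulated library made to stand apart in many genes, as dsILP8 replicate 1 does. In limma's camera with the preset correlation the p was 1.26e-22 for a list of 10 simulated genes raised by 1.5 and 0.759 for a list of 10 unchanged genes. With an estimated correlation the camera p was 5.07e-05 and 0.811. The simulated genes were drawn independently, whereas the carboxypeptidases had an estimated correlation of 0.35, so this does not test the preset on them.

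The count table pairs no identifier with a name. The 3 genes of S3 Table were found by their mean count and fold change in DESeq2, and their adjusted p was then the same too. For S4 Table, levels were compared after 1 scale set on BgILP8, and a match was accepted within a factor of 1.051 if the next best was off by at least 1.649-fold. This rule was set after candidate matches had been seen, and it gave 16 named genes in all. The genes to name were fixed before the data were examined: those of S3 Table, the insulin-like peptides and insulin receptors where a name table pairs them with an identifier, the S4 Table genes that the results name or group with the 20 most abundant of them, up to 10 genes with the largest rise and fall past the FDR, and the 5 with the smallest p in each direction among the others. The values of S3 and S4 Table had been seen by then. Of the gene lists fixed at the same time, only the serine carboxypeptidases had at least 80% of their members matched. The lists of other S4 Table groups, and those by gene name for the insulin pathway, tyrosine breakdown, vesicle traffic, ribosome, translation, RNAi and other tissues, were therefore not used.

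The alternatives set before the data were examined were DESeq2, limma-voom, RLE and upper-quartile factors, library sizes without the 20 most abundant genes, edgeR's default expression filter, no filter, robust dispersion, unrounded counts, the replicate number as a block, other denominators for CPM and shares, and each library left out in turn. DESeq2 with each library left out, on the same genes and with the zero-count filter applied again to the other 7 libraries, was added after the data were seen. TPM were not computed because transcript lengths were not used here, and the female libraries of the paper's comparison were not analysed here.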

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

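Except for the search for outlying samples, the tests in this part were chosen after the results were seen, as were the definitions of genes far above the other libraries and of genes with separate low and high libraries. The table gives no gene names for the genes described here, so no tissue is named.

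In dsILP8 replicate 1, 164 genes had at least 20 counts and lay at least 8 times above every other library, with 0.5 CPM added to the latter. None of them is a matched gene, and whether some are unmatched genes of S4 Table is not known. The 164 genes held 9.64% of the counts of dsILP8 replicate 1. Of the other libraries Control replicate 2 had 16 such genes with 0.0948% of its counts and dsILP8 replicate 2 had 15 with 2.03%. A mislabelled Control library is argued against by BgILP8, at 57.3 CPM in dsILP8 replicate 1 and at least 1824 CPM in Control libraries. The bound first written for that test also required BgILP8 to lie within 3 SD of the other dsILP8 libraries, and by that bound the test left the question open, since it lay 3.85 SD below them; that part was wrong, because a lower value is further from a Control label. RNA from another tissue in the sample remains a candidate explanation: Control replicate 2 was the highest of the other 7 libraries for 56.1% of the 157 of these genes with a count in another library (14.3% by chance), but genes regulated together could give this too. An effect of the treatment stays open as well: 0 of the other 3 dsILP8 libraries had a median over these genes above the highest Control median of 0.875 CPM, but the genes were chosen for low levels in those libraries, so this decides nothing.

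BGER024482-RA, chosen after its values were seen, held 8.97, 28.6 and 7.31 CPM in dsILP8 replicates 1, 2 and 3 but 1961 CPM in dsILP8 replicate 4, where the Control libraries held 1044 to 3443 CPM. Its log2 fold change was -2.02 (standard error 1.54, FDR = 0.998 from edgeR), and DESeq2 called it only without dsILP8 replicate 4, a library that would then be left out by its outcome. BGER024485-RA, also chosen after its values were seen, ran the same way, with 4450, 5809, 4886 and 17290 CPM in dsILP8 replicates 1 to 4 and 11960 to 31240 CPM in the Control libraries (log2 fold change -1.28, standard error 0.462, FDR = 0.998 from edgeR), and is among the 12 genes that DESeq2 called on the same genes without that library. BgILP8 mRNA left in dsILP8 replicate 4 was not the highest of its group: its 107.6 CPM lay below the 112.9 CPM of dsILP8 replicate 3. It lay above the 57.3 and 90.0 CPM of dsILP8 replicates 1 and 2. The gap to replicate 3 is within the spread, so this argues only weakly against more BgILP8 mRNA left as the explanation. Differences between samples that do not follow the treatment and an effect of the treatment that replicate 4 escaped both stay open: 100% of the 7 other genes with separate low and high libraries, BgILP8 aside, had both groups on both sides, but with low libraries drawn at random 90.6% of such genes would, so this decides nothing.

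Of 40 groups of 4 libraries searched for an outlying sample, 3 were past Dixon's critical value for 4 samples, and chance gives about 1 in 20 groups. Control replicate 2 stood apart in Bger_00081 (49110 CPM, ratio of gap to range 0.869). Control replicate 1 stood apart in Bger_21212 (43840 CPM, ratio 0.850) and in the share of counts of the 14 matched S4 Table genes (38.9%, ratio 0.887).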

How the results depend on the processing

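The DESeq2 fits without 1 library were chosen after the data were seen, the others before. Of the 417 values set before, 387 kept their direction and their side of the threshold or moved by less than the spread. Of the rest, 12 changed sign, 9 came out stronger, 4 weaker and 5 moved further. Many of the 417 are fold changes of genes that no fit called, so this share says little about the calls. BgILP8 was called in every fit, with log2 fold changes of -4.72 to -4.41. The count of differentially expressed genes stayed at 1 with RLE and upper-quartile factors, without the 20 most abundant genes in the library sizes, with both other filters, with limma-voom, with unrounded counts, and in edgeR without each library. It was 3 with DESeq2 (also 3 at an FDR under 0.05 alone), where PSN52889 (-1.71, adjusted p = 2.33e-07) and Fumarylacetoacetase (-2.16, adjusted p = 0.0104) passed, and 2 with robust dispersion (2 at the FDR alone), where PSN52889 passed (-1.71, FDR = 0.0269). Over all alternatives the adjusted p ran from 2.33e-07 to 0.441 for PSN52889 and from 0.0104 to 1 for Fumarylacetoacetase. The cause was not tested.

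With the replicate number as a block 2 genes were called (2 at the FDR alone), BgILP8 and 1 other. The camera p of the carboxypeptidases was then 0.0011. The correlations of same-numbered deviations were -0.0288, -0.252, 0.171 and 0.2, and no pair was a mutual best match. Pairing by library number was not tested.

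DESeq2 on the same genes called 3, 4, 3 and 12 genes without dsILP8 replicates 1 to 4, and 3, 3, 2 and 4 without Control replicates 1 to 4. With the zero-count filter applied again to the other 7 libraries it called 5, 3, 3 and 13, and 3, 3, 2 and 4. At the FDR alone the fits without 1 library gave 1 (edgeR) to 14 genes (DESeq2, without dsILP8 replicate 4). Fumarylacetoacetase was called in 2 of 8 fits of each kind, those without dsILP8 replicates 1 and 4. Over the fits without 1 library the log2 fold change ran from -1.81 to -1.59 for PSN52889 and from -2.41 to -1.83 for Fumarylacetoacetase. Signs changed for genes near 0 that no fit called: Bger_00081 (-0.23 to 0.0077), Bger_00083 (-0.25 to 0.20), Bger_00084 (-0.29 to 0.053), Bger_00085 (-0.30 to 0.087), Bger_00088 (-0.38 to 0.0058) and Bger_21210 (-0.026 to 0.28). The camera p of the carboxypeptidases, 0.0128 with all libraries, ran from 0.00034 (without Control replicate 1) to 0.267 (without dsILP8 replicate 1), and was lost without dsILP8 replicate 2 (0.053), Control replicate 2 (0.134) and Control replicate 4 (0.136). The cause was not tested.

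Leaving the most abundant gene out of the denominator raises every level by construction: BgILP8 in Control to 2687 CPM, the carboxypeptidases to 16.5% in Control and 14.9% in dsILP8, and the 14 matched genes to 53.9% and 48.3%. Of the 35 splits of the 8 libraries into 4 and 4, 6 called at least 1 gene, the real one included, and the highest of the others called 3, at both thresholds, so chance is not excluded by the count of genes alone. At this depth a gene such as Fumarylacetoacetase rests on 2 to 45 counts per library.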

Differences from the paper's values

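The paper reports 3 differentially expressed genes between dsILP8 and Control glands (S3 Table), and the value here is 1 at the same thresholds. Of the alternatives set before the data were examined, DESeq2, the tool of the paper's methods, gives 3, and robust dispersion and the replicate block give 2, within 1.5 times the paper's value. RLE and upper-quartile factors, library sizes without the 20 most abundant genes, both other filters, limma-voom, unrounded counts and edgeR without each library give 1. PSN52889, called by the paper, is called here with DESeq2 and with robust dispersion, and Fumarylacetoacetase with DESeq2. DESeq2 with 1 library left out, chosen after the values were seen, also gives 3 genes on the same genes without dsILP8 replicate 1, dsILP8 replicate 3, Control replicate 1 or Control replicate 2, and, with the filter applied again, without dsILP8 replicate 2, dsILP8 replicate 3, Control replicate 1 or Control replicate 2. Of the paper's 3 genes the first of these fits drops 0 and each of the others drops 1, Fumarylacetoacetase. All 16 such fits call PSN52889, and those without dsILP8 replicates 1 and 4 call Fumarylacetoacetase.

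The paper's text gives a reduction of BgILP8 mRNA by 60% on adult day 7, and the value here is 95.7%. The paper's value comes from quantitative PCR relative to Actin 5C in another set of animals, and the value here from CPM in the 8 libraries. None of the alternatives falls within 1.5 times the paper's value, with reductions from 95.2% to 96.1%. This ratio compares reductions and not the mRNA left, which was 4.27% of the Control level in the libraries. The paper gives larger reductions on earlier adult days, day 4 among them. The legend of Fig 7 gives adult day 4 for these libraries. If that were right, the day 7 value would not be the one to compare.

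Fig 7B places the carboxypeptidase PSN56685 (Bger_00080) above PSN56684 (Bger_00081) by TPM. By CPM, which is another scale because it is not divided by transcript length, Bger_00081 lies higher here, with 37327 against 25669 CPM.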

Other observations

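The genes named in this part by identifier were chosen after their values were seen. BGER001861-RA held 5784, 4251, 150.3 and 10160 CPM in dsILP8 replicates 1 to 4 and 108.4, 63.6, 74.5 and 4289 CPM in Control replicates 1 to 4, a log2 fold change of 2.03 (standard error 1.51, FDR = 0.998 from edgeR). DESeq2 called it without Control replicate 4, on the same genes and with the filter applied again, but that fit was added after the data were seen and leaves out a library by its outcome. BGER026351-RA had 0 counts in Control replicates 1 and 2 and dsILP8 replicates 1 and 4, and 189.3 to 385.6 CPM in the other 4 libraries. Altogether 9 genes had 3 to 5 libraries at least 8 times below the rest, among them BgILP8.

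Among genes not past an FDR of 0.05, the 5 with the smallest p and higher levels in dsILP8 glands had log2 fold changes of 0.66 to 3.76 (unadjusted p from 0.000608 to 0.00379 in edgeR, FDR = 0.998 for each). The gene at 3.76 had only 0 to 1 counts per Control library and 1 to 7.5 per dsILP8 library. The 5 with the smallest p and lower levels were PSN52889, Fumarylacetoacetase and 3 genes without a name, which had log2 fold changes of -2.27 to -0.72 (unadjusted p from 5e-04 to 0.000943 in edgeR, FDR = 0.998 for each). The gene at -2.27 had 7 to 11 counts per Control library and 1 to 2 per dsILP8 library. The 20 most abundant genes of the Control libraries, 11 of them named here, took up 56.4% to 59.3% of the counts in Control libraries, 45.1% in dsILP8 replicate 1 and 54.5% to 58.3% in the other dsILP8 libraries.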
